A study of Homo sapiens with 18 samples. Its data were reported in "Rapid and synchronous chemical induction of replicative‐like senescence via a small molecule inhibitor" (2024).

How the data were processed

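Ribosome profiling (Ribo-seq, which sequences the mRNA fragments that ribosomes protect from nuclease) and mRNA-seq were measured in IMR90, a line of human fetal lung fibroblasts. The 18 libraries fell into 6 groups of 3 replicates. Young cells were at low passage and proliferating, old cells were at high passage and replicatively senescent, and ICM cells were low-passage cells treated with inflachromene, a small molecule that binds the chromatin proteins HMGB1 and HMGB2. Groups and replicate numbers were taken from the sample titles. Per the study's methods, each lysate was made with cycloheximide and divided between the assays, and the mRNA-seq libraries were made from poly(A)-selected RNA. A lysate is named below by its condition and replicate.

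The deposited tables hold estimated counts of reads per gene symbol, in separate columns for the 5′ UTR, the CDS, the 3′ UTR, non-coding RNA and other transcript classes, and the authors did not scale them to depth. They listed 38716 gene symbols. Between 14.1% and 23.2% of the non-zero values of a library were not whole numbers, so that some reads were divided between features. How reads with several matches were placed, and the aligner, annotation release and genome build of these tables, were not stated for this experiment, so no coordinates are given. Of the symbols, 34214 matched a current RefSeq gene symbol and 1033 an older one. Genes with near-identical copies, such as histone, actin and AKR1C genes, are therefore uncertain as single genes.

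Following the study's methods, CDS reads were used for Ribo-seq. For mRNA-seq, the 5′ UTR, CDS and 3′ UTR columns were summed. Estimated counts were rounded to whole numbers. Each assay was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM scaling, the filterByExpr filter) with all 9 libraries of the assay in one fit, and two-sided p-values were adjusted by the Benjamini-Hochberg method. A gene was called changed at an adjusted p under 0.05. Translational efficiency, the Ribo-seq level relative to the mRNA-seq level, was tested as the interaction of assay and condition in one fit of all 18 libraries, with the lysate as a block, over genes past the filter in both assays. The block rests on the methods' statement that both libraries of a pair came from one lysate. Within conditions, the deviations of the paired libraries from their group means correlated across genes with r between -0.0793 and 0.136. Standard errors (SE) are on the log2 scale and were taken from the fitted change and its F statistic.

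Genes were sorted into modes by these calls. The mode translation held genes called in Ribo-seq and in translational efficiency in the same direction. The mode mRNA abundance held the remaining genes called in mRNA-seq and Ribo-seq in the same direction. The mode buffering held genes called in mRNA-seq and in translational efficiency in opposite directions and not called in Ribo-seq. The study used a different tool for this step, anota2seq, which was not used here, and an adjusted p threshold of 0.15, which was tried as an alternative.

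Lists of genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01 between genes, and p-values were adjusted over all 63 tests. These were lists of secretory (SASP), interferon response, cell cycle, p53 target, stress response (ATF4), cholesterol synthesis, and ribosomal protein and elongation factor genes. A list of 20 marker genes was taken from those the study names, and not every gene of it is reported singly here. Named genes followed a fixed rule. For each measure and comparison, these were the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean of at least 5 CPM (counts scaled to library size) and no overlap between the replicates of the compared groups. All of this, and the main alternatives, was fixed before the data were examined. The alternatives were DESeq2 1.42.0, its size factors (RLE scaling), other filters and thresholds, fits with only the compared groups, fits with or without a replicate block, an analysis of partial variance (a linear model of variance-stabilised Ribo-seq values on condition and on the mRNA-seq value of the lysate, in place of anota2seq), thinned mRNA-seq counts, young libraries split between comparisons, and leaving out each lysate. Counting only mRNA-seq CDS reads, and thinning Ribo-seq to the shallowest library, were added after the data were seen.

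The pipeline was tested on simulated counts with the means, spreads and library sizes of the real data and 200 genes changed by a factor of 2 in ICM vs young. In mRNA-seq, 93% of the changed genes were recovered among 13173 genes, with 4 false calls. In Ribo-seq, 38% were recovered among 4643 genes, with 2 false calls. For translational efficiency, 35.5% were recovered among 4618 genes, with 5 false calls. Shares of reads carry exact binomial (Clopper-Pearson) 95% intervals, and a count of 0 allows up to 3 counts. Intervals and floors cover counting error only, since PCR copies are not independent molecules.

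No library was left out, and no pair of replicates agreed within counting noise. Chi-square per degree of freedom between replicates was 2.09 to 10.3 in mRNA-seq and 1.32 to 3.20 in Ribo-seq, and the log2 CPM of replicates correlated across genes with r of 0.992 to 0.996 and 0.730 to 0.967. The depth of the Ribo-seq libraries, given in the report, limits how small a change they can show.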

Results

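Depth differed far more between Ribo-seq libraries than between mRNA-seq libraries. In Ribo-seq, the young libraries held 54421, 685061 and 1718521 CDS reads, the old libraries 1672807, 54708 and 583798, and the ICM libraries 225041, 78980 and 46239. The deepest library was 37.2 times as deep as the shallowest. In mRNA-seq, reads in coding genes ran from 7902427 to 14144455 per library, a 1.79-fold range. A Ribo-seq library had at least 10 CDS reads in 1034 to 9649 genes, and an mRNA-seq library in 11570 to 12042 genes. The share of Ribo-seq reads that lay in the CDS was 69.2% ± 30.2 in young, 49.2% ± 31.8 in old and 82.3% ± 5.16 in ICM (mean ± SD, n = 3). It was lowest in old replicate 2, at 15.0% (95% interval 14.9% to 15.1%, exact binomial), and in young replicate 1, at 34.4% (34.1% to 34.6%). In these libraries 45.2% and 52.5% of reads lay in non-coding RNA. In mRNA-seq, the CDS share was between 59.8% and 63.3%.

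**Figure D1:**
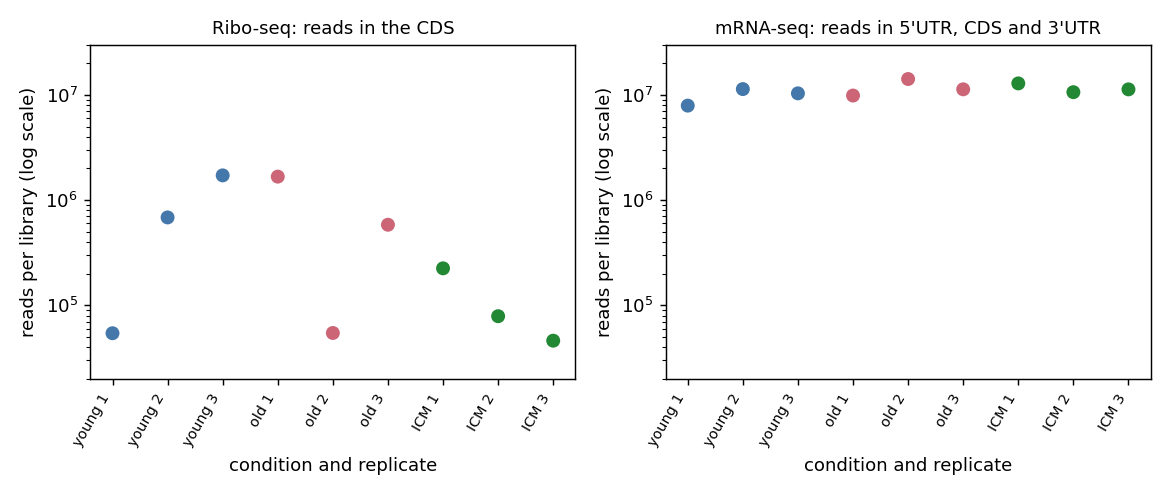
Reads per library on a log axis for Ribo-seq (CDS reads, left) and mRNA-seq (reads in coding genes, right), with 1 point per library coloured by condition. Ribo-seq spans 46239 to 1718521 reads, while the mRNA-seq libraries lie within 1.79-fold of each other.

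The comparison of ICM with young cells asks what the inhibitor changes in low-passage cells. The comparison of old with young cells asks what differs in replicative senescence. The study's methods describe young, old and ICM cells together, but its results refer to replicative senescence data generated previously. The old libraries may thus stem from an earlier experiment. A batch difference would then coincide with condition in old vs young and ICM vs old, and it was not tested. In mRNA-seq, 9357 of 13173 genes were changed in ICM vs young (4597 up, 4760 down; edgeR, adjusted p under 0.05), 8709 in old vs young (4271 up, 4438 down) and 8338 in ICM vs old (4049 up, 4289 down). The replicates were close enough for small changes to pass. The alternative that moved these counts most was thinning to the Ribo-seq library sizes, which gave 1808, 2573 and 1209 genes. With a required absolute log2 change over 0.6, the counts were 5055, 4289 and 3870.

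In Ribo-seq, 1236 of 4643 genes were changed in ICM vs young (635 up, 601 down), 1685 in old vs young (896 up, 789 down) and 623 in ICM vs old (269 up, 354 down). These counts rested on single libraries. Leaving out 1 lysate gave 619 to 1758 genes in ICM vs young, the lowest without young replicate 3 and the highest without ICM replicate 3. In old vs young it gave 516 genes without young replicate 2 and 2160 without young replicate 1, and in ICM vs old 332 genes without old replicate 1 and 924 without ICM replicate 3. Thinning every Ribo-seq library to the shallowest moved the counts most, to 279, 161 and 186.

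The largest rises in mRNA-seq in ICM vs young were in SLCO2B1, SPP1 and MMP3. SPP1 stood at 198 ± 2.65 CPM in ICM and 0.337 ± 0.275 CPM in young (n = 3 each), a log2 change of 9.26 (SE 0.16; edgeR adjusted p 6.86e-22). SLCO2B1 was at 55.1 ± 3.53 CPM in ICM and had no read in young, so that it was at least 542-fold higher. The largest falls were in KIF20A, KIF4A and MKI67. KIF20A fell from 80.5 ± 3.29 to 0.259 ± 0.151 CPM (log2 change -8.24, SE 0.18, edgeR adjusted p 1.52e-20). Between old and young cells, CLSTN2, ZPLD1 and WNT16 rose most, and POSTN, CXCL12 and HEPH fell most. POSTN went from 485 ± 25.4 to 8.10 ± 0.117 CPM (log2 change -5.81, SE 0.08, edgeR adjusted p 5.21e-23). In ICM vs old, SPP1, CES1 and CYP19A1 were highest in ICM. CES1 had no read in old and was at least 129-fold higher. KISS1, MXRA5 and NPPB were lowest, and KISS1 was at 0.773 ± 0.205 CPM in ICM and 259 ± 25.6 CPM in old (log2 change -8.48, SE 0.14, edgeR adjusted p 1.12e-22).

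Ribo-seq gave partly the same genes. In ICM vs young, MMP3, SPP1 and AKR1B10 rose most, and SPP1 had a log2 change of 7.03 (SE 0.54, edgeR adjusted p 2.23e-12) from 112 reads in ICM and 5 in young. The largest falls were in DLGAP5, CENPE and BUB1B, which had no read in the ICM libraries and were at least 13.5-fold, 13.1-fold and 7.17-fold lower there. Between old and young cells, WNT16, KISS1 and ANKRD1 rose most, and POSTN, CORIN and SLIT2 fell most. KISS1 rose from 7.29 ± 6.35 to 516 ± 68.7 CPM (n = 3 each, log2 change 5.71, SE 0.29, edgeR adjusted p 5.92e-17). In ICM vs old, SPP1, CYP1B1 and AKR1C4 were highest and KISS1, INHBA and CLDN1 lowest, with 3, 1 and 3 reads in the ICM libraries. Levels of genes specific to 1 condition differed between replicates. The summed Ribo-seq level of 13 genes high in ICM was 976 CPM in young replicate 1 and 121 and 123 CPM in young replicates 2 and 3, and 1063 CPM in old replicate 2 against 154 and 142 CPM in old replicates 1 and 3. That of 19 genes high in young was 44.4, 291 and 931 CPM in ICM replicates 1, 2 and 3. AKR1C4 belongs to a family of near-identical genes and is uncertain as a single gene.

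Of the 20 marker genes, 18 were changed in mRNA-seq in ICM vs young (1 up, 17 down), 19 in old vs young (7 up, 12 down) and 19 in ICM vs old (1 up, 18 down). The counts adjusted over the list alone were also 18, 19 and 19, but the study itself names these genes as markers, so they are not independent evidence. HMGB1 fell from 385 ± 18.9 CPM in young to 118 ± 1.80 in ICM and 137 ± 5.91 in old (n = 3 each; log2 changes -1.73, SE 0.06, and -1.40, SE 0.06; edgeR adjusted p 1.09e-16 and 1.11e-14). HMGB2 fell from 112 ± 6.68 to 5.29 ± 0.773 in ICM and 19.3 ± 2.28 in old. LMNB1 fell by 6.99 on the log2 scale in ICM and by 2.86 in old. CDKN1A rose from 522 ± 11.1 to 3426 ± 109 CPM in ICM and to 1475 ± 60.6 in old. HMGA2, PTX3 and CCND2 were called down in ICM and up in old, with log2 changes of -2.79, -2.39 and -0.27 in ICM and 1.24, 0.42 and 3.37 in old, and each was called in ICM vs old. HDAC9 was not called in ICM vs young, and RELA was not called there either.

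Ribo-seq tested 14 of the markers. It called 11 in ICM vs young, 11 in old vs young and 7 in ICM vs old, and the counts adjusted over the list alone were 11, 12 and 8. Every marker called in both assays had the same sign in both, 11, 11 and 7 genes in the 3 comparisons. In ICM vs young, the Ribo-seq log2 change was -1.73 (SE 0.29) for HMGB1 and 2.28 (SE 0.21) for CDKN1A. No marker was called for translational efficiency in any comparison, and 2, 3 and 1 of the 14 had an unadjusted p under 0.05.

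The lists showed which groups of genes moved together. In mRNA-seq, all 30 cell cycle genes were called down in ICM vs young (median log2 change -4.23, camera adjusted p 7.03e-82) and in old vs young (median -1.78, camera adjusted p 1.52e-38), and 29 were called down in ICM vs old. The p53 target list was higher in ICM (median 0.67, 21 called up and 4 down of 27) and in old (median 0.45, 15 up and 4 down). The cholesterol synthesis list was higher in ICM (median 0.55, 22 of 23 called up) and in old (median 0.45, 19 called up). The ATF4 list was lower in ICM (median -1.20, 14 of 21 called down) and in old (median -0.76, 17 called down). Ribosomal protein and elongation factor genes were lower in ICM (median -0.79, 84 of 87 called down) and in old (median -0.55, 85 called down). The interferon list was higher in old vs young (median 0.61, camera adjusted p 0.0244) and did not pass with camera in ICM vs young (camera adjusted p 0.605), where it passed with fry (fry adjusted p 0.00251). The secretory list did not pass with camera in either comparison (camera adjusted p 0.273 and 0.621), with genes called in both directions. Its median was 0.38 in ICM vs young (12 called up and 8 down of 21) and 0.59 in old vs young (12 up and 6 down). In ICM vs old the median was 0.28 (11 up and 5 down, camera adjusted p 0.296). The list passed with fry in ICM vs young (fry adjusted p 0.0302) but not in old vs young (0.254). Of 63 list tests over all measures, 29 passed, of which 25 also passed with fry and 4 with camera and an estimated correlation. Those 4 were the cell cycle list in the 3 mRNA-seq comparisons and the p53 target list in ICM vs young.

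A further question is how alike ICM and old cells are. The log2 changes of ICM vs young and old vs young correlated across 13173 genes with Pearson r = 0.486 and Spearman rho = 0.564 in mRNA-seq, and genes are not independent replicates. Both comparisons use the same young libraries. In 20 simulations of counts with no difference between conditions, r was on average 0.531 (0.504 to 0.558). The r over shared controls therefore does not separate the data from no difference. In these simulations the correlation comes from noise in the shared young libraries. In the real mRNA-seq data, 71.0% of genes were called in ICM vs young and 66.1% in old vs young. A value above or below this reference, for r, rho or the share of equal signs, thus does not measure likeness in either assay. The rho of 0.564 was above its simulated mean of 0.485 and largest simulated value of 0.506. With the young libraries split between the comparisons, so that no library was shared, r was on average 0.463 over the 6 ways to split them (0.459 to 0.467), against -0.0273 to 0.0333 in simulations with no difference. The share of genes with the same sign, 72.3%, was above the simulated mean of 67.4% and maximum of 68.4%. In both comparisons 6817 genes were called, and 5720 of them (83.9%) had the same sign. Independent calls would give 6186 genes, a value that leaves out the shared young libraries, and the simulations gave at most 1, since without a difference hardly any gene is called. The overlap and its share of equal signs therefore had no reference that covers both real changes and shared libraries. A further 598 were called down in ICM and up in old, and 499 the other way. In Ribo-seq, r was 0.596 and rho 0.587 over 4643 genes. The simulated mean was 0.316 (0.294 to 0.344) for r and 0.309 for rho. The same sign was held by 72.3% of genes, against a simulated mean of 60.7%. Both comparisons called 751 genes, 702 of them with the same sign, with the same limit (449 for independent calls and 0 in the simulations). With the young libraries split, the Ribo-seq r was on average 0.450 and depended on the library used, with 0.300 and 0.175 where young replicate 1 stood alone in a comparison and 0.539 to 0.566 in the other splits (-0.0348 to 0.0345 in simulations with no difference). Without ICM replicate 1, the Ribo-seq r was 0.315.

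The central question of the design is whether changes in ribosome occupancy follow changes in mRNA. Among 3633 genes called in mRNA-seq in ICM vs young and tested in both assays, 83.1% had the same sign in Ribo-seq (1506 up in both, 1512 down in both), and 615 had opposite signs. The Pearson r of the log2 changes across these genes was 0.757 and rho 0.770. In old vs young, 87.6% of 3449 genes had the same sign (1642 up in both, 1380 down in both), with r = 0.804 and rho = 0.833. Genes with opposite signs had smaller mRNA changes, with a median absolute log2 change of 0.36 against 0.60 in ICM vs young, and 0.29 against 0.52 in old vs young. The alternative that moved the share most was the required absolute log2 change over 0.6, which gave 92.0% and 96.6%. Without ICM replicate 1, the share in ICM vs young was 75.1%. Of 1214 genes called in Ribo-seq in ICM vs young, 1156 were also called in mRNA-seq, 1116 with the same sign.

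**Figure D2:**
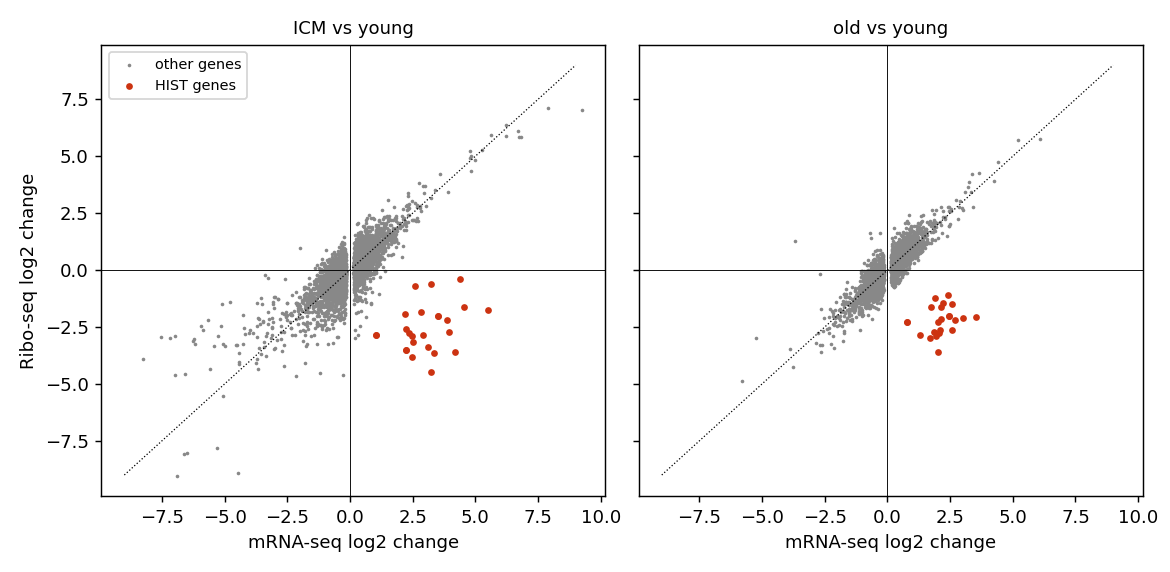
Ribo-seq log2 change against mRNA-seq log2 change for genes called in mRNA-seq (edgeR, adjusted p under 0.05) in ICM vs young (left) and old vs young (right), with 1 point per gene and a dotted line at equal change. Most points lie near the line, and genes with symbols beginning HIST (red) lie apart, up in mRNA-seq and down in Ribo-seq.

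Translational efficiency was changed for 110 of 4618 genes in ICM vs young (63 up, 47 down), 66 in old vs young (32 up, 34 down) and 16 in ICM vs old (7 up, 9 down). These counts depended strongly on the model. Without the lysate block they were 305, 409 and 60, and the blocked calls were among them in all but 1 case. DESeq2 gave 34, 15 and 6. The analysis of partial variance gave 0 in all 3, with 300, 212 and 277 genes at an unadjusted p under 0.05. That model has less power for genes whose mRNA differs between conditions, because its mRNA-seq term then varies with condition. Its count of 0 alone does not argue against changes. Leaving out 1 lysate gave 33 genes without young replicate 2 and 151 without ICM replicate 3 in ICM vs young, 20 without old replicate 3 and 84 without young replicate 1 in old vs young, and 3 without old replicate 1 and 47 without ICM replicate 1 in ICM vs old. The balance of directions in ICM vs young depended on the setting, with 45 genes up and 106 down without ICM replicate 3, 31 up and 104 down with no filter, and 84 up and 21 down with a mean of at least 50 counts. For old vs young, it was 99 up and 18 down with mRNA-seq thinned to the Ribo-seq library sizes, 4 up and 19 down without young replicate 2, 4 up and 17 down without young replicate 3, and 3 up and 17 down without old replicate 3. With RLE scaling, the share of calls that were up was 49.5% in place of 57.3% in ICM vs young and 39.3% in place of 48.5% in old vs young.

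By mode, 1109 genes in ICM vs young fell in mRNA abundance (591 up, 518 down), 47 in translation (12 up, 35 down) and 49 in buffering. The same counts for old vs young were 1496, 52 (18 up, 34 down) and 13. Without the lysate block, translation held 156 and 261 genes and buffering 121 and 116. Leaving out 1 lysate moved the ICM vs young counts to 573 (without young replicate 3) and 1499 (without ICM replicate 3) for mRNA abundance, 19 (without young replicate 2) and 106 (without ICM replicate 3) for translation, and 10 (without young replicate 2) and 52 (without ICM replicate 1) for buffering. For old vs young the extremes were 468 (without young replicate 2) and 1906 (without young replicate 1), 18 (without young replicate 3) and 65 (without young replicate 1), and 1 (without old replicate 3) and 17 (without old replicate 2).

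Genes with symbols beginning HIST made up much of the falls. Of 26 tested, 25 were called down in translational efficiency in ICM vs young and 24 in old vs young, and 22 and 24 of them were in the mode translation. Their median log2 change in ICM vs young was 2.87 in mRNA-seq, with 25 called up, and -2.74 in Ribo-seq, with 23 called down. In old vs young, the medians were 2.04 and -2.16. The largest falls in translational efficiency in ICM vs young were in HIST1H4H, HIST1H3D and HIST2H2AA3, and in old vs young in HIST1H2BD, HIST2H2BE and HIST2H2AA3. HIST1H4H had 0.916 ± 0.208 CPM in young mRNA-seq and 43.1 ± 1.21 in ICM, against 193 ± 55.3 and 91.7 ± 53.1 CPM in Ribo-seq (n = 3 each; log2 change of the ratio -7.16, SE 0.46, edgeR adjusted p 5.79e-14). These genes share reads with near-identical copies.

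The named rises in translational efficiency in ICM vs young rested on few reads. They were HELLS, CCNB2 and DIO2, with 11, 11 and 12 Ribo-seq reads in ICM, and all 3 lost their call with RLE scaling, with DESeq2 and without ICM replicate 3 (adjusted p 0.0541 to 0.649 for HELLS, 0.0525 to 0.246 for CCNB2 and 0.0531 to 0.123 for DIO2). The named rises in old vs young were RANBP1, OSGIN1 and RIT1. RANBP1 had a log2 change of 2.19 (SE 0.32, edgeR adjusted p 1.16e-05) from 965 Ribo-seq reads in old and 516 in young, while RIT1 and OSGIN1 were not called by DESeq2. In ICM vs old, ACTG2, APC and ACTA2 rose, with log2 changes of 2.00, 1.92 and 1.28, and HIST1H4H, LTBP3 and AKR1C1 fell, with log2 changes of -3.16, -2.45 and -2.11. Of these 6, all but ACTG2 and ACTA2 lost their call with DESeq2, and ACTA2 lost it without old replicate 1 and without ICM replicate 3 (adjusted p 0.0790 and 0.0889). Actin genes, and AKR1C genes, have near-identical copies and are uncertain as single genes.

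Lists were also tested for translational efficiency. Ribosomal protein and elongation factor genes were higher in ICM vs young (median log2 change 0.37, 13 of 87 called up and 0 down; camera adjusted p 8.73e-12, fry adjusted p 0.0228, camera with an estimated correlation 0.230) and in old vs young (median 0.24, 7 called up; camera adjusted p 7.25e-09, fry adjusted p 0.0786). Both assays fell for this list, and Ribo-seq fell less, with a median of -0.36 against -0.79 in ICM vs young. The cell cycle list was higher in ICM vs young (4 of 25 called up and 0 down, camera adjusted p 3.65e-05, fry adjusted p 0.0815), but the lysates differed. The summed CPM of its 25 tested genes relative to young was 0.29 higher on the log2 scale in Ribo-seq than in mRNA-seq in ICM replicate 1, 1.21 higher in replicate 2 and 2.52 higher in replicate 3.

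**Figure D3:**
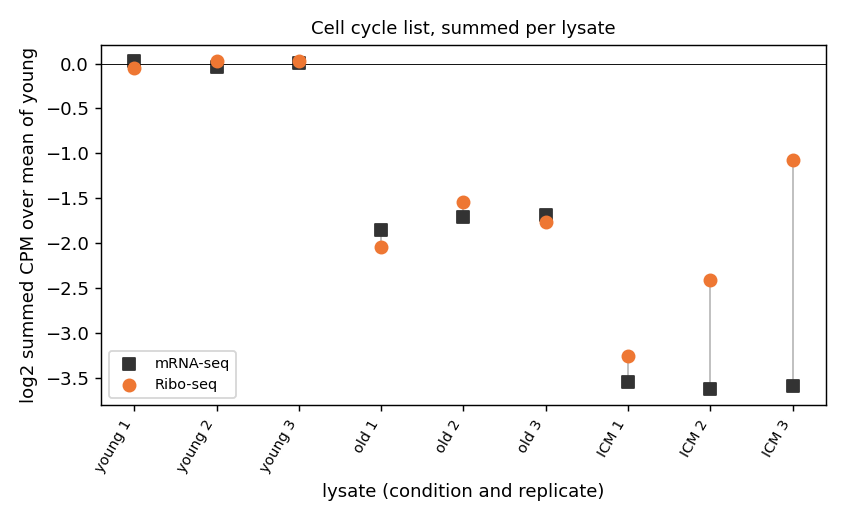
Log2 of the summed CPM of 25 cell cycle genes over the mean of the young lysates, per lysate, in mRNA-seq (squares) and Ribo-seq (circles). The difference between the assays (Ribo-seq minus mRNA-seq) lies between -0.20 and 0.17 in the young and old lysates and is 0.29, 1.21 and 2.52 in ICM replicates 1, 2 and 3.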

Values the study reported

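The study reported 300 transcripts buffered by translation after ICM treatment, with a false discovery rate threshold of 15% for regulated genes.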

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

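The test in this part was chosen after the values were seen. Ribo-seq reads outside the CDS were not used in the comparisons, and a signal there was higher in old libraries than in the young control libraries. The 5′ UTR columns of 5 genes (OR1F1, TRIM55, TRIM7, MYNN and DPP9) held 9.22% ± 6.74 of all reads in the old libraries and 1.47% ± 1.23 in the young libraries (n = 3 each; exact permutation test, two-sided, p = 0.200, where 0.1 is the smallest that 3 against 3 allows). The spread was wide, with 2.72%, 16.2% and 8.76% in old replicates 1, 2 and 3 against 2.86%, 1.01% and 0.531% in young, so old replicate 1 was within the young range. In mRNA-seq these columns held at most 0.00115% of reads. Without these 5 loci, the share of reads in 5′ UTRs was 0.75% in old and 1.99% in young, so the rise in the total was in these loci and was not a general gain of 5′ UTR occupancy. TRIM7 and MYNN held nearly equal shares in every library, with 1.82% and 1.81% in old replicate 2, as reads divided between both columns would give. Within each condition, the share of the 5 loci was larger where more reads lay in non-coding RNA (11.4%, 45.2% and 23.9% in old replicates 1, 2 and 3). Across conditions this did not hold, since young replicate 1 had 52.5%. Whether these reads came from ribosomes on the 5 genes was not tested. A biological difference between old and young cells, or a batch difference between their libraries, stays open, and neither was tested.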

How the results depend on the processing

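The tests with mRNA-seq CDS reads only and with Ribo-seq thinned to the shallowest library were chosen after the data were seen. The 3 mRNA-seq counts stayed within 1.5 times under DESeq2, RLE scaling, both filters, the 0.15 threshold, the replicate block, the fits of only the compared groups and every lysate left out. RLE scaling kept all counts of changed genes and of modes within 1.5 times. For each of the 9 counts of changed genes and the 6 mode counts, 1 of the 10 splits of the 6 lysates (the real one) gave as many genes, and 10 splits cannot give a share under 0.1. In Ribo-seq, the largest count from another split was 259, 631 and 46 genes in ICM vs young, old vs young and ICM vs old. The 631 came from the split that exchanged the shallow young replicate 1 and old replicate 2, which left the deep libraries in place.

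In this part, values for several comparisons are in the order ICM vs young, old vs young, ICM vs old. At an adjusted p under 0.15, Ribo-seq called 1020 genes in ICM vs old, translational efficiency 313, 107 and 63, translation 184 and 82, and buffering 89 and 21. With an absolute log2 change over 0.6, mRNA-seq called 5055, 4289 and 3870, mRNA abundance held 920 in old vs young, and the share with the same sign was 92.0% and 96.6%, where genes with small changes were left out. With DESeq2, Ribo-seq called 688, 530 and 341, translational efficiency 34, 15 and 6, mRNA abundance 635 and 478, translation 13 and 9, and buffering 16 and 6; the cause was not tested.

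Without a filter, translational efficiency called 43 in ICM vs old, translation held 81 in ICM vs young, the share was 75.2% in ICM vs young, and r was 0.481 in mRNA-seq and 0.356 in Ribo-seq; the cause was not tested. With a mean of at least 50 counts, fewer genes were tested, and Ribo-seq called 784 and 978, translational efficiency 34 in old vs young, mRNA abundance 698 and 866, translation 23 in old vs young, and the mRNA-seq r was 0.522. With only the 2 groups compared in the fit, Ribo-seq called 813 and 3142, translational efficiency 46, 231 and 8, translation 19 and 179, buffering 18 and 44, mRNA abundance 2580 in old vs young, and the mRNA-seq r was 0.553; the cause was not tested.

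Whether replicate numbers pair lysates across conditions could not be decided. The deviations of same-numbered libraries correlated with r of -0.0555 to 0.103 in mRNA-seq and 0.00467 to 0.0557 in Ribo-seq. By the same measure, libraries that the methods place in one lysate gave only -0.0793 to 0.136, so low values do not exclude pairing. With the replicate block, Ribo-seq called 741 and 653. The mRNA-seq counts, the Ribo-seq count in ICM vs old and both shares stayed within their limits. Translational efficiency and the modes were not counted under this setting. Without the block on lysate (no replicate block), translational efficiency called 305, 409 and 60, translation held 156 and 261, and buffering 121 and 116. The analysis of partial variance called 0, 0 and 0, with 300, 212 and 277 genes at an unadjusted p under 0.05; the cause was not tested.

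Depth moved most results. With mRNA-seq thinned to the Ribo-seq library sizes, mRNA-seq called 1808, 2573 and 1209, translational efficiency 60, 117 and 7, mRNA abundance 739 in ICM vs young, translation 21 in ICM vs young, buffering 31 and 47, and the share was 91.4% in ICM vs young. With Ribo-seq thinned to the shallowest library, Ribo-seq called 279, 161 and 186, translational efficiency 25 and 4, mRNA abundance 266 and 146, translation 6 and 4, and buffering 10 and 0. With mRNA-seq CDS reads only, buffering held 6 in old vs young and the mRNA-seq r was 0.491. With the young libraries split between the comparisons, r was 0.463 in mRNA-seq (0.459 to 0.467 over 6 splits) and 0.450 in Ribo-seq (0.175 to 0.566), lowest where young replicate 1 stood alone in a comparison. The spread of the mRNA-seq r over single ICM lysates was 0.00144 (SD), so that small shifts count as moved.

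Across fits that each left out one replicate, Ribo-seq called 619 to 1758, 516 to 2160 and 332 to 924 genes, and translational efficiency 33 to 151, 20 to 84 and 3 to 47. The mode mRNA abundance held 573 to 1499 and 468 to 1906, translation 19 to 106 and 18 to 65, and buffering 10 to 52 and 1 to 17. The share in ICM vs young was 75.1% to 86.5%, and r was 0.475 to 0.496 in mRNA-seq and 0.315 to 0.597 in Ribo-seq. Of 63 list tests, 29 passed with camera as set, 33 with fry and 4 with camera and an estimated correlation. No named gene or marker reversed. Among 54 values of named genes, 9 were weaker with DESeq2 and 3 with RLE scaling, and among 144 marker values 7 were weaker with DESeq2 and none with RLE scaling. Leaving out one replicate weakened 28 of 302 values of named genes and 33 of 856 values of markers, and made 1 marker value stronger.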

Other observations

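The tests of a lysate that responded less, of a mislabelled library, of poly(A) selection for the HIST genes, of reads from other libraries for the cell cycle list and of scaling for the antioxidant list were chosen only after the result was seen. The patterns below were noticed in the data, and the lists of antioxidant and of replication-independent histone genes were written after the data were seen. The count of buffered genes in ICM vs young here was 49. That is lower than the value quoted from the study above. At an adjusted p under 0.15 it was 89. That is also lower. Without the lysate block the count was 121, and 615 genes called in mRNA-seq had the opposite sign in Ribo-seq whether or not they were called there. The definitions also differ. The study's results describe its buffered transcripts as lowered in mRNA and raised in translation, or the reverse, while the 49 genes here were not called in Ribo-seq. The counts are therefore not of the same class of genes. The tool also differed from that of the study, and the cause of the gap was not tested. The analysis of partial variance, which stands in for the translation step of that tool, called 0 genes at an adjusted p under 0.05 and 0 at 0.15 in ICM vs young, with 300 genes at an unadjusted p under 0.05. It models Ribo-seq on mRNA-seq, and the reverse model for buffering was not fitted.

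The ICM replicate 3 Ribo-seq library held reads of genes that its own mRNA-seq library barely contained. In 19 genes at least 16-fold higher in young than in ICM and at least 4-fold higher than in old by mRNA-seq (pseudocount 1 CPM), summed Ribo-seq CPM was 44.4, 291 and 931 in ICM replicates 1, 2 and 3, from 10, 23 and 43 reads, against 2301 to 2438 in young. The mRNA-seq sum was 29.2, 32.0 and 27.2 CPM in the same lysates, which argues against a lysate that responded less to the treatment. The library held 5566 CPM of 13 ICM-type genes, against 121 to 976 in young, which argues against a mislabelled library. In 721 other genes, the library was fitted as a mixture of ICM replicate 1 and the pooled young profile, with a young share of 34.7% (95% bootstrap interval over genes 31.2% to 37.7%), against 5.71% (2.95% to 8.18%) for ICM replicate 2. Reads from other libraries of the series, by carry-over or by misassigned indices, are a candidate explanation. The summed cell cycle list was 2.52 higher in Ribo-seq than in mRNA-seq on the log2 scale in this lysate and 0.29 in ICM replicate 1, so the rise of this list in translational efficiency may have the same source. ICM replicate 2 stood at 1.21 with a fitted young share of 5.71%, and that fit takes ICM replicate 1 as free of such reads. The value of ICM replicate 2 rests on 56 Ribo-seq reads. In that library, the summed level of the 19 genes high in young was 12.2% of the young mean, which is above the fitted share. Whether reads from other libraries give the value of replicate 2 was not tested, and a true rise in translation in ICM cells stays open.

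The shallow young replicate 1 and old replicate 2 Ribo-seq libraries held ICM-type reads at 7.95 times (5.82 to 10.7) and 7.05 times (5.24 to 9.34) the rate of the other libraries of their conditions, from 53 and 58 reads (exact Poisson intervals). Old replicate 2 also held young-specific reads at 4.81 times the rate of the other old libraries (2.23 to 9.27, 10 reads), as reads from other libraries would give. Young replicate 1 held old-specific reads at 1.30 times the rate of the other young libraries (0.154 to 4.88, 2 reads), which is too few reads to decide. Reads from other libraries cannot be told apart from another source in young replicate 1. Ribo-seq fold changes of genes specific to one condition may be too small for this reason. For old replicate 2, reads from other conditions would also require that its library was handled or sequenced with theirs. The study leaves this open.

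The fall in translational efficiency of HIST genes may come from the assay. In the young lysates, the ratio of Ribo-seq to mRNA-seq CPM of the 26 tested genes had a median at percentile 99.7 of all tested genes, and 6 replication-independent histone genes, whose transcripts carry a poly(A) tail, had a median at percentile 60.4. The latter had a median log2 change in translational efficiency of 0.06 in ICM vs young, with 0 called, 0 at an unadjusted p under 0.05 and the lowest at -0.48, against -5.60 for the HIST genes. Selection of poly(A) RNA, which leaves out histone transcripts without a tail, would give both values. In this reading the mRNA-seq rise would show tailed forms, which was not tested. Reads shared between near-identical copies stay open, since 0 of the 26 genes had whole counts in every Ribo-seq library, and the 2 explanations can act together.

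Outside HIST genes, 85 genes were called for translational efficiency in ICM vs young (63 up, 22 down). CDS length and GC content were taken for 4608 of 4618 genes from GENCODE. The change in translational efficiency correlated across genes with GC content (Spearman rho 0.321) and little with length (rho 0.0362). With the trend of each library on GC content removed in the same blocked fit, 45 of the 85 calls stayed past the threshold, which argues against GC content as the whole source and leaves it open for the other 40. With the trend on length removed, 77 stayed. For ribosomal protein and elongation factor genes, the median log2 change was 0.35 with the GC trend removed and 0.59 with the length trend removed (camera p 6.83e-13 and 1.62e-23), and 0.33 in the 34 genes of the list whose Ribo-seq counts were nearly all whole. These values argue against GC content, CDS length and reads shared with pseudogenes as the whole source. A smaller fall in ribosome occupancy than in mRNA for these genes is one hypothesis. However, camera with an estimated correlation did not pass for this list, and the 3 ICM libraries are shallow. Reads from young libraries in ICM replicate 3, with a fitted share of 34.7%, could also lessen the Ribo-seq fall. That source was not tested for this list and stays open.

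Fewer genes were called in Ribo-seq than in mRNA-seq. Among 3978 genes tested in both, mRNA-seq thinned to the Ribo-seq library sizes called 1473 genes in ICM vs young against 1063 in Ribo-seq, and 2039 against 1457 in old vs young, both within 1.5 times. In ICM vs old the counts were 986 and 574, which is over 1.5 times, so library size may account for part of the gap, and what remains was not explained.

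FTL, HMOX1 and AKR1C genes were seen to rise in ICM, HMOX1 from 35.3 ± 2.98 to 1006 ± 56.5 CPM in mRNA-seq (n = 3 each; these genes were chosen after their values were seen). FTL rose to 29057 ± 1955 CPM. A hypothesis of an antioxidant (NRF2) response was tested on 17 other listed genes that had not been looked at, 1 of which is also in the ATF4 list. All 17 were called up in ICM vs young in mRNA-seq (median log2 change 1.86, range 0.46 to 3.23; camera p 9.54e-28, with an estimated correlation 2.26e-05), and 16 of 16 tested in Ribo-seq. In old vs young, 13 were called down and 1 up (median -0.45), and in ICM vs old all 17 were called up. The ICM vs young median was 1.86 above the median of all genes of the same libraries, a difference that scaling leaves unchanged, which argues against a shift in scaling from abundant genes. Such a response to the inhibitor, not shared by replicative senescence, would give these values. Whether it follows from the loss of HMGB1 and HMGB2 or from the compound itself was not tested. The contrast with old cells could include a batch difference, if the old libraries came from an earlier experiment.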
